# Anti-inflammatory compounds from the mangrove endophytic fungus *Amorosia* sp. SCSIO 41026

**DOI:** 10.3389/fmicb.2022.976399

**Published:** 2022-08-29

**Authors:** Xue Ren, Chunmei Chen, Yuxiu Ye, Ziying Xu, Qingliang Zhao, Xiaowei Luo, Yonghong Liu, Peng Guo

**Keywords:** marine fungi, *Amorosia* sp., chlorinated compounds, anti-inflammatory activity, acute lung injury mice

## Abstract

Three new chlorinated compounds, including two propenylphenol derivatives, chlorophenol A and B (**1** and **2**), and one benzofuran derivative, chlorophenol C (**3**), together with 16 known compounds, were isolated from the mangrove endophytic fungus *Amorosia* sp. SCSIO 41026. 7-Chloro-3,4-dihydro-6,8-dihydroxy-3-methylisocoumarine (**4**) and 2,4-dichloro-3-hydroxy-5-methoxy-toluene (**5**) were obtained as new natural products. Their structures were elucidated by physicochemical properties and extensive spectroscopic analysis. Compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** possessed inhibitory effects against the excessive production of nitric oxide (NO) and pro-inflammatory cytokines in lipopolysaccharide (LPS)-challenged RAW264.7 macrophages without obvious cytotoxicity. Moreover, 5-chloro-6-hydroxymellein (**13**) further alleviated the pathological lung injury of LPS-administrated mice and protected RAW264.7 macrophages against LPS-induced inflammation through PI3K/AKT pathway *in vivo*. Our research laid the foundation for the application of compound **13** as a potential anti-inflammatory candidate.

## Introduction

As an adaptive response, inflammation is triggered by harmful stimuli and conditions that prompt the host to produce pro-inflammatory cytokines including interferon, interleukin, chemokines, and tumor necrosis factor against pathogens (Al-Lamki et al., 2001). A controlled inflammatory response is generally thought to be beneficial, in providing protection against infection for example, but it can become harmful or even fatal if it is maladjusted (e.g., rheumatoid arthritis, systemic infection, and septic shock). Nitric oxide (NO) is synthesized by inducible nitric oxide synthase type 2 (NOS-2) in many cells involved in immunity and inflammation. Studies have shown that overproduction of NO is rapidly oxidized to reactive nitrogen oxides (RNOs; Coleman, 2001), which are able to modify key signal molecules such as kinases and transcription factors. In addition, RNOs restrain crucial enzymes in mitochondrial respiration, resulting in intra-cellular ATP depletion. In addition, a high concentration of NO inhibited the activity of antigen-presenting cells and T-cell proliferation (Kim et al., 2002; Hortelano et al., 2003). Therefore, targeting the reduction of these pro-inflammatory mediators can be an effective way to control and prevent chronic inflammatory diseases to some extent.

Lipopolysaccharide (LPS) is a virulence factor of the outer membrane of gram-negative bacterial cell wall, of which lipid A is the immunologically active component and can cause an inflammatory response. LPS induces the translocation of the transcription factor NF-*κ*B into the nucleus by binding to cells expressing toll-like receptor 4 (TLR4), resulting in dephosphorylation of phosphorylated interferon regulatory factor 3 (IRF3) and stimulating the production of type I interferons, which causes subsequent inflammatory response (Yoo et al., 2014; Peerapornratana et al., 2019; Zhuo et al., 2019). Although NF-*κ*B signaling has been historically considered a classic LPS-induced inflammatory pathway, it is of great significance to enthusiastically search for the in-depth understanding of the inflammatory response mechanism and the development of target drugs.

Halogenated organic molecules are generally rare in nature and could simply be classified as fluorinated, chlorinated, brominated, or iodinated compounds (Wang et al., 2013). Over 5,000 halogenated natural products had been reported as of 2011 with structural and functional diversity (Gribble, 2015; Zeng and Zhan, 2019). As a key part of halogenated molecules, chlorinated compounds have demonstrated a broad range of remarkable activities (Gribble, 2015), including antibacterial activity (Bracegirdle et al., 2021; Saetang et al., 2021) and anticancer activity (Luo et al., 2018). Recently, three new natural chlorinated 3-phenylpropanoic acid derivatives were found with significant and selective inhibitory activities toward *Escherichia coli* and *Staphylococcus aureus* (Shaala et al., 2020).

Naturally occurring chlorinated compounds were mainly isolated from the marine environment and microorganisms (Wang et al., 2013, 2021a,b). Mangrove forests are complex ecosystems with the frequent tide, which contained a high concentration of chloride ions. Therefore, mangrove-derived fungi are proved to be a promising source of novel and unique chlorine-containing bioactive secondary metabolites (Xu, 2015; Chen et al., 2021a). As part of our continuous efforts to discover structurally novel and bioactive secondary metabolites from mangrove endophytic fungi (Chen et al., 2021b,d), three new chlorine-containing compounds, chlorophenol A − C (**1**–**3**), and two new natural products (**4** and **5**), together with 14 known compounds, were isolated from the mangrove-derived fungus *Amorosia* sp. SCSIO 41026. Herein, the isolation, structure elucidation, and biological effects of compounds **1**–**19** (Figure 1) are described.

**Figure 1:**
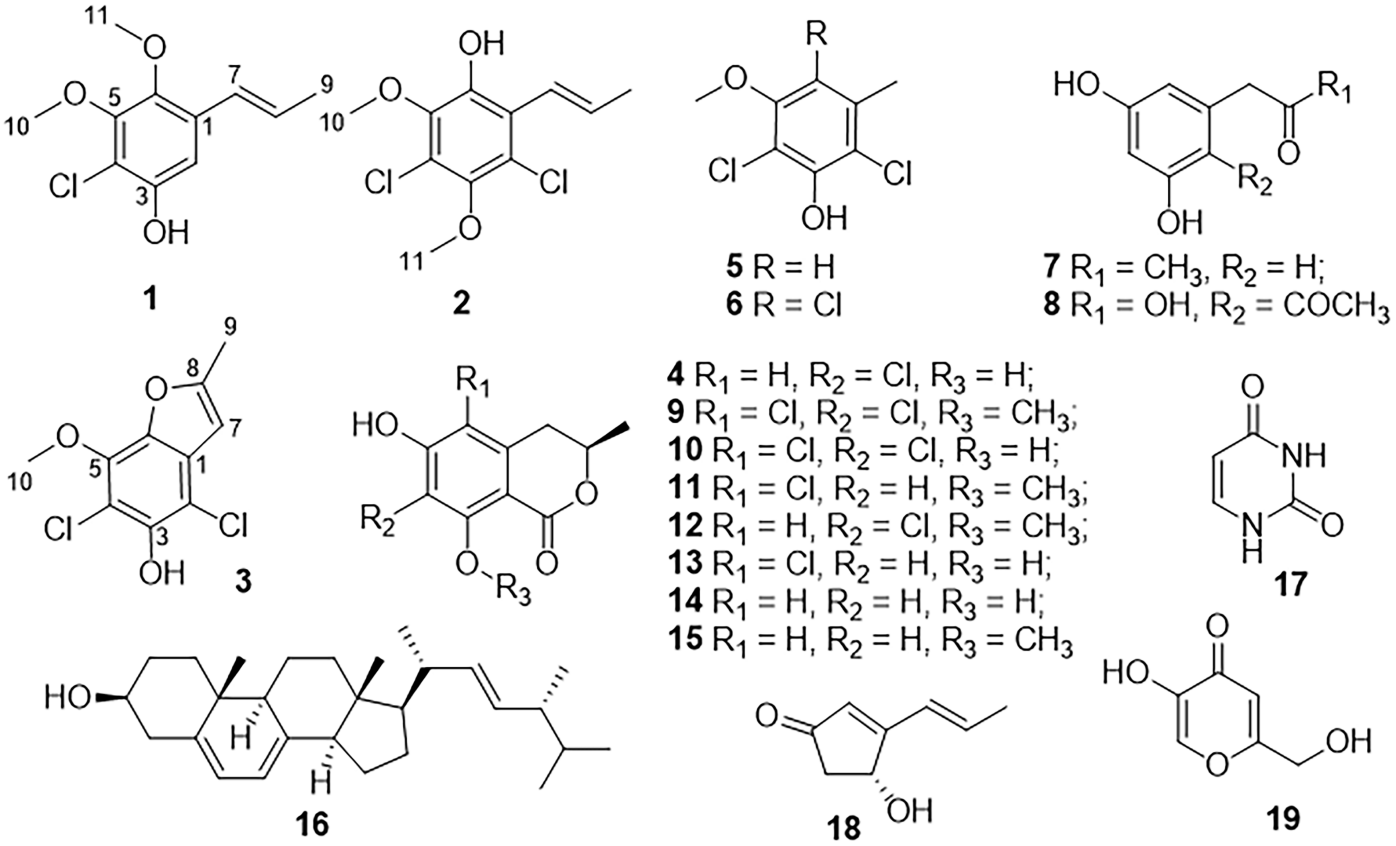
Structures of compounds **1**–**19**.

## Materials and methods

### General experimental procedures

The UV and IR spectra were recorded on a Shimadzu UV-2600 PC spectrometer (Shimadzu) and an IR Affinity-1 spectrometer (Shimadzu). Optical rotations were determined with an Anton Paar MPC 500 polarimeter. HRESIMS spectra were recorded with a Bruker maXis Q-TOF mass spectrometer. The NMR spectra were recorded on a Bruker Avance-500 or 700 spectrometers (Bruker BioSpin International AG, Switzerland) using tetramethylsilane as internal standard, and chemical shifts were recorded as *δ*-values. Semipreparative high-performance liquid chromatography (HPLC) was performed on the Hitachi Primaide with a DAD detector, using an ODS column (YMC-pack ODS-A, 10 mm × 250 mm, 5 μm). Thin-layer chromatography analysis (TLC) and column chromatography (CC) were performed on plates precoated with silica gel GF254 (10–40 μm) and over silica gel (200–300 mesh; Qingdao Marine Chemical Factory) and Sephadex LH-20 (Amersham Biosciences, Uppsala, Sweden), respectively. Spots were detected on TLC (Qingdao Marine Chemical Factory) under 254 nm UV light. All solvents employed were of analytical grade (Tianjin Fuyu Chemical and Industry Factory).

### Fungal material

The endophytic fungal strain SCSIO 41026 was isolated from the leaf of *Avicennia marina* (Forsk.) Vierh. collected from the mangrove wetland in Zhanjiang, Guangdong province, China (21.235° N, 110.451° E). The strain was stored on MB agar (malt extract 15 g, sea salt 10 g, agar 16 g, H_2_O 1 l, and pH 7.4–7.8) slants at 4°C and deposited at the Key Laboratory of Tropical Marine Bio-resources and Ecology, Chinese Academy of Sciences. The ITS1-5.8S-ITS4 sequence region (GenBank accession No. OL826791) of strain SCSIO 41026 was amplified by PCR. The DNA sequencing showed it shared significant homology to the sequence of *Amorosia littoralis* (accession No. AM292047.1), so it was designated as *Amorosia* sp. SCSIO 41026.

### Fermentation and extraction

A large-scale fermentation of fungal strain SCSIO 41026 was incubated at 28°C for 14 days on a rotating shaker (180 rpm) in 1 L conical flasks containing the liquid medium (300 ml/flask) composed of mannitol (2%), yeast extract (0.3%), MgSO_4_·7H_2_O (0.03%), sodium glutamate (1%), glucose (1%), KH_2_PO_4_ (0.05%), sucrose (2%), corn steep liquor (0.1%), artificial sea salt (3.3%), and tap water after adjusting its pH to 7.5. The whole fermented broth (33 L) was overlaid with EtOAc, sonicated for 15 min, and extracted with EtOAc three times to afford a brown extract (22.0 g).

### Isolation and purification

The organic extract was subjected to silica gel CC using step gradient elution with petroleum ether/CH_2_Cl_2_ (0–100%, *v/v*) and CH_2_Cl_2_/CH_3_OH (0–100%, *v/v*) to obtain 10 subfractions (Frs. 1–10) based on TLC properties.

Fraction 1 was separated by semipreparative reverse-phase HPLC (74% CH_3_OH/H_2_O, 2 ml/min) to afford **5** (4.5 mg, *t*_R_ = 12.5 min), **3** (5.9 mg, *t*_R_ = 17.7 min), **6** (7.8 mg, *t*_R_ = 26.0 min), and **2** (8.2 mg, *t*_R_ = 28.8 min). Fraction 2 was also subjected to semipreparative HPLC eluting with 62% CH_3_OH/H_2_O to give **10** (13.3 mg, *t*_R_ = 22.3 min) and **1** (2.6 mg, *t*_R_ = 27.5 min). Fraction 3 was divided into a white solid (16, 51.5 mg) and a methanol solution (Fr.3–2) by filtration. Fr. 3–2 was further subjected to a Sephadex LH-20 column eluting with CH_3_OH, followed by semipreparative HPLC (58% CH_3_OH/H_2_O, 2 ml/min) to afford **12** (83.5 mg, *t*_R_ = 11.5 min), **14** (20.1 mg, *t*_R_ = 13.2 min), **4** (10.8 mg, *t*_R_ = 16.8 min), **9** (17.6 mg, *t*_R_ = 18.8 min), and **13** (10.6 mg, *t*_R_ = 22.5 min). Fraction 6 was purified by semipreparative HPLC (35% CH_3_CN/H_2_O, 2 ml/min) to offer **18** (6.7 mg, *t*_R_ = 11.3 min), **15** (7.1 mg, *t*_R_ = 15.0 min), and **11** (6.3 mg, *t*_R_ = 22.0 min). **7** (6.2 mg, *t*_R_ = 16.0 min) was obtained from fraction 8 by semipreparative HPLC eluting with 15% CH_3_CN/H_2_O (2 ml/min). Fraction 10 was separated by semipreparative HPLC (30% CH_3_OH/H_2_O, 2 ml/min) to afford **17** (6.3 mg, *t*_R_ = 7.0 min), **19** (70.5 mg, *t*_R_ = 8.5 min), and **8** (11.0 mg, *t*_R_ = 17.5 min).

### Spectroscopic data of compounds

The specifications are as follows:

Chlorophenol A (**1**): colorless oil; UV (CH_3_OH) *λ*_max_ (log *ε*) 206 (4.04), 254 (3.53), and 320 (3.29) nm; IR (film)*ν*_max_ 3,385, 2,929, 1,680, 1,458, 1,411, 1,205, 1,141, 1,070, 1,012, 844, 802, and 725 cm^−1^; ^1^H and ^13^C NMR data, Table 1; and HRESIMS *m*/*z* 227.0476 [M − H]^−^ (calcd for C_11_H_12_ClO_3_^−^, 227.0480).

Chlorophenol B (**2**): colorless oil; UV (CH_3_OH) *λ*_max_ (log *ε*) 211 (4.12), 261 (3.62), and 298 (3.33) nm; IR (film)*ν*_max_ 3,394, 2,937, 1,680, 1,454, 1,408, 1,348, 1,205, 1,143, 1,083, 985, 798, and 723 cm^−1^; ^1^H and ^13^C NMR data, Table 1; and HRESIMS *m*/*z* 261.0092 [M − H]^−^ (calcd for C_11_H_11_Cl_2_O_3_^−^, 261.0091).

Chlorophenol C (**3**): brown oil; UV (CH_3_OH) *λ*_max_ (log *ε*) 216 (4.08), 261 (3.76), and 292 (3.19) nm; IR (film)*ν*_max_ 2,926, 2,854, 1,683, 1,472, 1,437, 1,375, 1,339, 1,209, 1,142, 1,005, 980, 947, 910, and 723 cm^−1^; ^1^H and ^13^C NMR data, Table 1; and HRESIMS *m*/*z* 244.9786 [M − H]^−^ (calcd for C_10_H_7_Cl_2_O_3_^−^, 244.9778).

**Table 1:** ^1^H (500 MHz) and ^13^C (125 MHz) NMR data for **1**–**3** (*δ* in ppm, DMSO-*d*_6_).

Pos.	**1**		**2**		**3**	
	*δ*_C_ type	*δ*_H_ (*J* in Hz)	*δ*_C_ type	*δ*_H_ (*J* in Hz)	*δ*_C_ type	*δ*_H_ (*J* in Hz)
1	129.8, C		122.8, C		128.3, C	
2	106.9, CH	6.83 (s)	122.4, C		110.4, C	
3	150.0, C		144.5, C		145.5, C	
4	113.0, C		120.0, C		104.9, C	
5	150.0, C		143.3, C		139.6, C	
6	143.1, C		146.1, C		138.7, C	
7	124.3, CH	6.53 (dd, 16.0, 1.5)	123.1, CH	6.42 (dd, 16.0, 1.5)	101.7, CH	6.61 (d, 1.0)
8	127.3, CH	6.19 (dq, 16.0, 6.5)	133.5, CH	6.58 (dq, 16.0, 6.5)	157.7, C	
9	18.7, CH_3_	1.88 (dd, 6.5, 1.5)	19.6, CH_3_	1.89 (dd, 6.5, 1.5)	13.8, CH_3_	2.47 (d, 1.0)
10	60.5, CH_3_	3.80 (s)	60.4, CH_3_	3.73 (s)	60.6, CH_3_	4.12 (s)
11	61.1, CH_3_	3.68 (s)	60.7, CH_3_	3.72 (s)		
OH		9.97 (s)		9.63 (s)		9.75 (s)

### X-ray crystallographic analysis

The clear light colorless crystals of **4** and **12** were obtained in MeOH by slow evaporation. Crystallographic data for the structures have been deposited in the Cambridge Crystallographic Data Centre. Copies of the data can be obtained, free of charge, on application to CCDC, 12 Union Road, Cambridge CB21EZ, United Kingdom [fax: +44(0)-1,223–336,033 or e-mail: ].

Crystal data for **4**: 2C_10_H_9_ClO_4_·2CH_3_OH, *M*_r_ = 521.33, crystal size 0.18 × 0.09 × 0.08 mm^3^, monoclinic, *a* = 7.17000 (10) Å, *b* = 15.1731 (2) Å, *c* = 10.73390 (10) Å, *α* = 90°, *β* = 90.9170 (10)°, *γ* = 90°, *V* = 1167.60 (2) Å3, *Z* = 2, *T* = 100.00 (10) K, space group *P*2_1_, *μ*(Cu K*α*) = 1.54184 mm^−1^, *D*_calc_ = 1.483 g/cm^3^, 11,652 reflections measured (8.238° ≤ 2Θ ≤ 148.702°), and 4,588 unique (*R*_int_ = 0.0251, *R*_sigma_ = 0.0301). The final *R*_1_ values were 0.0274 [*I* > 2σ(*I*)]. The final *wR*(*F*^2^) values were 0.0745 [*I* > 2σ(*I*)]. The final *R*_1_ values were 0.0279 (all data). The final *wR*(*F*^2^) values were 0.0748 (all data). The goodness of fit on *F*^2^ was 1.069. The flack parameter was 0.005 (5) (CCDC 2133225).

Crystal data for **12**: 4C_11_H_11_ClO_4_, *M*_r_ = 970.59, crystal size 0.19 × 0.15 × 0.04 mm^3^, triclinic, *a* = 7.5028 (2) Å, *b* = 10.4928 (4) Å, *c* = 14.5209 (4) Å, *α* = 105.964 (3)°, *β* = 90.259 (2)°, *γ* = 96.779 (2)°, *V* = 1090.57 (6) Å3, *Z* = 1, *T* = 100.00 (10) K, space group *P*1, *μ*(Cu K*α*) = 1.54184 mm^−1^, *D*c_alc_ = 1.478 g/cm^3^, 10,467 reflections measured (8.834° ≤ 2Θ ≤ 149.016°), and 5,572 unique (*R*_int_ = 0.0559, *R*_sigma_ = 0.0601). The final *R*_1_ values were 0.0551 [*I* > 2σ(*I*)]. The final *wR*(*F*^2^) values were 0.1339 [*I* > 2σ(*I*)]. The final *R*_1_ values were 0.0624 (all data). The final *wR*(*F*^2^) values were 0.1373 (all data). The goodness of fit on *F*^2^ was 1.062. The flack parameter was 0.000 (16) (CCDC 2133224).

### RAW264.7 **c**ell **c**ulture and LPS-induced **i**nflammation **c**ell **m**odel

RAW264.7 macrophages were obtained from Peking Union Medical College. Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (Corning, Corning, NY, United States) supplemented with 10% (*v/v*) fetal bovine serum (FBS, Gibco, Grand Island, NY, United States), penicillin (100 U/ml), and streptomycin (100 mg/ml; Thermo Scientific, Waltham, MA, United States) in a 100% humidified incubator with 5% CO_2_ at 37°C. The culture medium was changed every 2 days.

For LPS induction, RAW264.7 cells were cultured in a 24-well plate at a density of 1 × 10^5^ cells/well (1 ml medium/well) overnight. After 24 h of exposure to 0.1 μg/ml LPS (#L2630, Merck, Shanghai, China) and being separately co-treated with the compounds (final concentration was maintained at 10 μM), the culture supernatant was collected to measure the production of NO, IL-6, TNF-*α*, and MCP-1, and cells were digested and harvested for RNA extraction.

### Cell viability assay

3 × 10^4^ cells/well (100 μl medium/well) were seeded in a 96-well plate overnight; then, they were exposed to DMEM supplemented with the compounds (final concentration was maintained at 10 μM) for 24 h, respectively. At the same time, the wells without cells were set as blank group and the drug-free cells as control group. Whereafter, 10 μl CCK-8 solution (#C0037, Beyotime Institute of Biotechnology, Shanghai, China) was added to each well and incubated at 37°C for 1 h. The absorbance was read at 450 nm with a microplate reader (Thermo, Waltham, MA, United States). Cell viability was calculated by the formula (experimental group absorbance value/control group absorbance value) × 100%.

### Nitric oxide production assay

Nitric oxide production was assessed by a Nitric Oxide Assay Kit (#S0021, Beyotime Institute of Biotechnology, Shanghai, China) according to the manufacturer’s instructions; in the meanwhile, L-NMMA was used as a positive control of compound treatment since it is the total NOS inhibitor. Briefly, after 24 h of LPS induction, 50 μl cell culture supernatant was transferred to another 96-well plate, and then, 50 μl Griess reagents I and Griess reagents II were successively added. The absorbance was read at 540 nm with a microplate reader. The calibration curve was contained in the Supplementary Figure 24.

### Cytokine detection

After 24 h of LPS induction, the cell culture supernatant was collected to measure the release of tumor necrosis factor *α* (TNF-*α*), interleukin 6 (IL-6), and monocyte chemoattractant protein 1 (MCP-1). Cytokine levels were quantified in the samples using an automatic ELISA (ELLA, protein simple).

### Quantitative real-time PCR analysis

Total RNA was isolated from cells using TRIzol® reagent (Ambion, Austin, Texas, United States) and was reverse-transcribed into cDNA using EasyScript® One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). Gene transcript levels of IL-6, TNF-*α*, MCP-1, IL-10, IL-4, and Arg-1 were quantified using the TransStart Top Green qPCR SuperMix (TransGen Biotech, Beijing, China) according to the manufacturer’s protocol. *β*-actin was used as housekeeping control. Primers used for quantitative PCR are listed in Supplementary Table 1.

### Animal experimental protocol

All animal experiments have been approved by the Medical Ethics Committee of Peking Union Medical College and comply with the regulations of the National Institutes of Health regarding the care and use of animals in research. The experiment programs on animals are shown in Supplementary Figure 28. Briefly, 6-week-old male BALB/c mice were purchased from Vital River Laboratories Co., Ltd. (Beijing, China). Animals were randomly divided into three groups (*n* = 6): the control group (Group B), the model group (5 mg/kg LPS; Group M), and LPS (5 mg/kg) + compound **13** (20 mg/kg) group (Group A). After 6 h of LPS administration, animals were killed for the bronchoalveolar lavage fluid (BALF) and lung tissue collection. Cytokine levels in BALF were detected by ELISA, and the upper left lungs from each group (*n* = 6 per group) were fixated with 4% buffered formalin solution and stained with hematoxylin and eosin (*H&E*).

### RNA sequencing

After 24 h of co-treatment of LPS and compound **13**, RAW264.7 macrophages were collected for RNA extraction and transcriptome sequencing. RNA sequencing was performed on the Annoroad Illumina-HiSeq platform. Differentially expressed genes were defined as values of *p* < 0.01. Pathway enrichment analysis using Gene Set Enrichment Analysis (GSEA).

### Western blot

The concentration was detected with BCA kit before total protein was extracted from RAW264.7 cells. The samples mixed with the loading buffer were separated on an 8% SDS-PAGE gel. After transferring to polyvinylidene fluoride membranes by electro-transfer, the membranes were blocked with 5% BSA at room temperature for 1 h. Next, the PVDF membranes were incubated with primary antibody overnight at 4°C and then incubated with peroxidase-conjugated secondary antibodies at room temperature for 1 h. The protein brands were captured in a gel imaging system. ImageJ was used to analyze the value of the brands.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism (version 8.4.3). Independent Student’s *t*-tests were used to compare the means of numerical variables. Data were presented as the mean ± SD. Statistical significance was defined as *p* < 0.05.

## Results and discussion

### Structural characterization of these isolated compounds

Chlorophenol A (**1**) was obtained as a colorless oil and had the molecular formula C_11_H_13_ClO_3_ as determined by HRESIMS spectrum, which showed a cluster of deprotonated ion peaks at *m/z* 227.0476/229.0422 ([M − H] ^−^) with a ratio of 3:1, indicative of a monochlorinated compound (Luo et al., 2018). The 1D NMR (Table 1) and HSQC spectrum of **1** showed signals of five non-protonated sp^2^ carbons (*δ*_C_ 150.0, 150.0, 143.1, 129.8, and 113.0), one aromatic methine (*δ*_H/C_ 6.83/106.9), two olefinic methines (*δ*_H/C_ 6.53/124.3 and 6.19/127.3), two oxygenated methyls (*δ*_H/C_ 3.80/60.5 and 3.68/61.1), one methyl (*δ*_H/C_ 1.88/18.7), and one phenolic hydroxyl group (*δ*_H_ 9.97). The aforementioned data combined with five degrees of unsaturation (DOU) suggested that compound **2** presented a benzene ring skeleton, and the ^1^H-^1^H COSY correlations (Figure 2) between H-7/H-8 and H-8/H_3_-9 showed the existence of a propenyl group. Besides, the HMBC correlations (Figure 2) from H-7 to C-1, C-2, and C-6, and from H_3_-11 to C-6, revealed that the propenyl group and one methoxy group were located at C-1 and C-6, respectively. The HMBC correlations from 3-OH to C-2, C-3, and C-4 indicated the location of the phenolic hydroxyl group (C-3). The chemical shift of C-4 (*δ*_C_ 113.0) revealed that the chlorine substituent instead of the oxygenated methyl was attached at C-4. The other methoxy group was deduced to link with C-5 by the HMBC signal of H_3_-10/C-5 and the chemical shift of C-5 (*δ*_C_ 150.0). The aforementioned NMR characteristics showed great similarity to those of the co-isolated 2,4-dichloro-3-hydroxy-5-methoxy-toluene (**5**), which was reported as a synthetic chlorinated phenolic compound (Calam and Oxford, 1939). The main differences were the appearances of a propenyl group at C-1, a methoxy group at C-6, an aromatic hydrogen at C-2 in **1** instead of a methyl at C-1, an aromatic hydrogen at C-6, and a chlorine atom at C-2 in **5**, respectively. This deduction was further supported by the above 2D NMR data. Therefore, the structure of **1** was determined, as shown in Figure 1.

**Figure 2:**
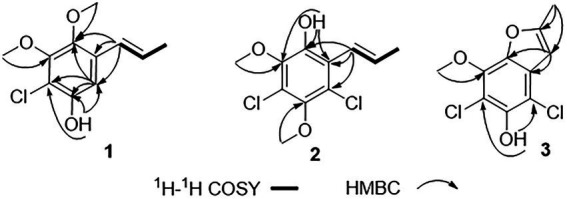
Key ^1^H-^1^H COSY and HMBC correlations of **1**–**3**.

Chlorophenol B (**2**) was obtained as a colorless oil, and its molecular formula was deduced to be C_11_H_12_Cl_2_O_3_ by the HRESIMS peak at *m/z* 261.0092 [M − H] ^−^ (calcd. For C_11_H_11_Cl_2_O_3_^−^ 261.0091), suggesting five DOU. The 9:6:1 (*m/z* 261.0092/263.0065/265.0033) isotopic distribution pattern suggested the presence of two chlorine atoms (El-Kashef et al., 2020). The ^1^H, ^13^C (Table 1) NMR, and HSQC spectra of **2** showed signals of six non-protonated sp^2^ carbons (*δ*_C_ 146.1, 144.5, 143.3, 122.8, 122.4, and 120.0), two olefinic methines (*δ*_H/C_ 6.42/123.1 and 6.58/133.5), two methoxy groups (*δ*_H/C_ 3.73/60.4 and 3.72/60.7), one methyl (*δ*_H/C_ 1.89/19.6), and one phenolic hydroxyl group (*δ*_H_ 9.63). The above NMR data were highly similar to those of compound **1**. The main differences were the appearances of a chlorine atom at C-2, a methoxy group at C-3, and a hydroxyl group at C-6 in **2** instead of an aromatic hydrogen at C-2, a hydroxyl group at C-3, and a methoxy group at C-6 in **1**, respectively. This deduction was further supported by the 2D NMR data. The HMBC spectrum of **2** showed correlations from H-7 to C-1, C-2, and C-6, and from 6-OH to C-1 and C-6, which implied that the propenyl and the hydroxyl groups were located at C-1 and C-6, respectively. Besides, the HMBC correlations from 6-OH and H_3_-10 (*δ*_H_ 3.73) to C-5 (*δ*_C_ 143.3) suggested that the methoxy group (*δ*_H/C_ 3.73/60.4) was located at C-5. The chemical shift of C-2 (*δ*_C_ 122.4) indicated one of the chlorine atoms was attached to C-2. Besides, the HMBC correlation from H_3_-11 (*δ*_H_ 3.72) to C-3 (*δ*_C_ 144.5) verified that the remained one methoxy group (*δ*_H/C_ 3.72/60.4) was located at C-3. The above-detailed analysis of the NMR data allowed the assignment of all carbon and proton resonances of **2**. Consequently, the structure of **2** was elucidated, as shown in Figure 1.

Chlorophenol C (**3**) was obtained as brown oil. Analysis of the deprotonated molecule at *m/z* 244.9786 in the HRESIMS spectrum indicated a molecular formula of C_10_H_8_Cl_2_O_3_ (six DOU), and the 9:6:1 (*m/z* 244.9786/246.9759/248.9616) isotopic distribution also confirmed the presence of two chlorine atoms (El-Kashef et al., 2020). The ^1^H and ^13^C NMR data (Table 1) displayed signals of seven non-protonated sp^2^ carbons (*δ*_C_ 157.7, 145.5, 139.6, 138.7, 128.3, 110.4, and 104.9), one olefinic methine (*δ*_H/C_ 6.61/101.7), one oxygenated methyl (*δ*_H/C_ 4.12/60.6), one methyl (*δ*_H/C_ 2.47/13.8), and one phenolic hydroxyl group (*δ*_H_ 9.75). The above data and the HMBC correlations from 3-OH to C-2 and C-4, from H_3_-10 to C-5 implied that **3** was structurally related to the co-isolated 2,4-dichloro-3-hydroxy-5-methoxy-toluene (**5**), except the different substituents at C-1 and C-6. The above functional groups accounted for five DOU, and the remaining one DOU suggested that **3** possessed one ring. Furthermore, a methyl-furan ring linked to the benzene *via* C-1 and C-6 was deduced from the HMBC correlations from H-7 to C-1 and C-6, and from H_3_-9 to C-7 and C-8. Consequently, the structure of **3** was assigned as 4,6-dichloro-5-hydroxy-3-methoxy-10-methyl-benzofuran (Figure 1), which was similar to a synthetic compound, 4-chloro-7-hydroxy-5-methoxy-2-methyl-benzofuran (Lousberg and Tirilly, 1976). Compound **3** was finally characterized as shown in Figure 1 and was given the trivial name chlorophenol C.

Both 7-chloro-3,4-dihydro-6,8-dihydroxy-3-methylisocoumarin (**4**; Henderson and Hill, 1982a,b) and 2,4-dichloro-3-hydroxy-5-methoxy-toluene (**5**; Calam and Oxford, 1939) were obtained as new natural products. Compound **4** was reported as a synthetic product (Henderson and Hill, 1982a) and has been suggested as an intermediate in the biosynthesis of cryptosporiopsinol-type secondary metabolites (Henderson and Hill, 1982a). Compound **5** was also known as a synthetic product without reported bioactive data (Calam and Oxford, 1939). Meanwhile, the other 14 known compounds were identified as 2,4,6-trichloro-3-hydroxy-5-methoxy-toluene (**6**; Monde et al., 1998), *α*-acetylorcinol (**7**; Leyte-Lugo et al., 2020), *O*-methylcurvulinic acid (**8**; Ying et al., 2014), (*S*)-5,7-dichloro-6-methoxy-2-methyl-2,3-dihydrobenzofuran-4-carboxylic acid (**9**; Richardson et al., 2015), pericochlorosin A (**10**; Liu et al., 2020), palmaerones F and G (**11** and **12**; Zhao et al., 2018), 5-chloro-6-hydroxymellein (**13**; Krohn et al., 1997), (*R*)-6-hydroxymellein (**14**; Quang et al., 2013), 3-methyl-6-hydroxy-8-methoxy-3,4-dihydroisocoumarin (**15**; Dethoup et al., 2007), (22*E*, 24*R*)-ergosta-5,7,22-trien-3*β*-ol (**16**; Liu et al., 2012), uracil (**17**; Liu et al., 2009), cyclohelminthol I (**18**; Honmura et al., 2016), and kojic acid (**19**; Li et al., 2003), respectively, by comparison of their NMR data with those reported ones. Besides, the X-ray crystal structures of **4** (CDCC 2133225, Figure 3) and **12** (CDCC 2133224, Figure 3) were reported herein for the first time with flack parameters of 0.005 (5) and 0.000 (16), respectively, which further unambiguously confirmed their absolute configurations.

**Figure 3:**
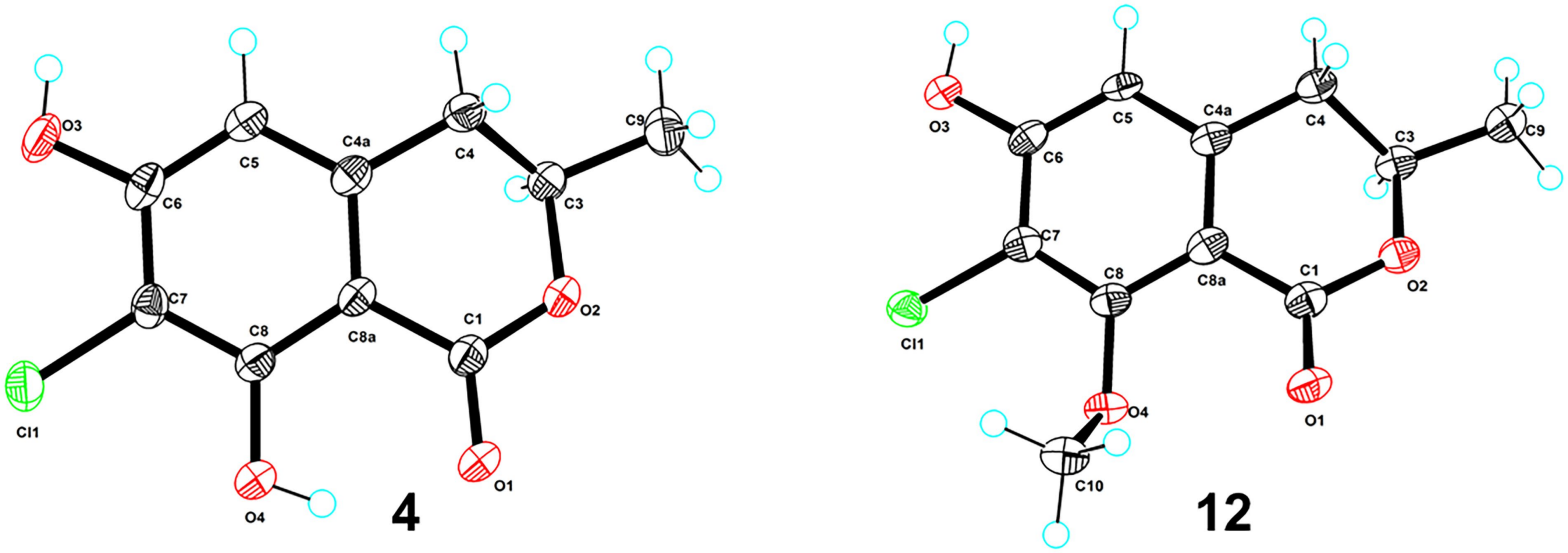
ORTEP diagrams of compounds **4** and **12**.

### Compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** inhibited LPS-induced inflammation in RAW264.7 macrophages *via* promoting M2-type macrophage polarization

These compounds were primarily evaluated with no cytotoxicity against RAW264.7 cells (Supplementary Figure 25). Next, RAW264.7 cells were exposed to 0.1 μg/ml LPS and were co-treated with the same dose of the compounds (10 μM) for 24 h to evaluate their anti-inflammation activities. Compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** suppressed LPS-induced NO accumulation in a dose-dependent manner (Figure 4A), while others showed no reduction (Supplementary Figure 26). By comparison with the structural characteristics among them, a preliminary structure–activity relationship is discussed. The chlorine atom at C-5 and hydrogen atom at C-7, together with hydroxy group at C-8 in **13**, would probably increase the inflammatory activity, and the chlorine atom at C-7 may decrease the activity. Moreover, compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** suppressed both the mRNA expression and release of pro-inflammatory factors, including IL-6, TNF-*α* (Li et al., 2021), and MCP-1 (Matsuzawa-Ishimoto et al., 2018; Figures 4B,C). In addition, anti-inflammatory genes (IL-4, IL-10, and Arg-1; Georgakis et al., 2019) were also significantly upregulated in response to compound treatment (Figure 4D). These investigations indicate that these eight bioactive compounds could block the expression of pro-inflammatory factors *via* promoting the M2-type macrophage polarization to fight against LPS-induced inflammation.

**Figure 4:**
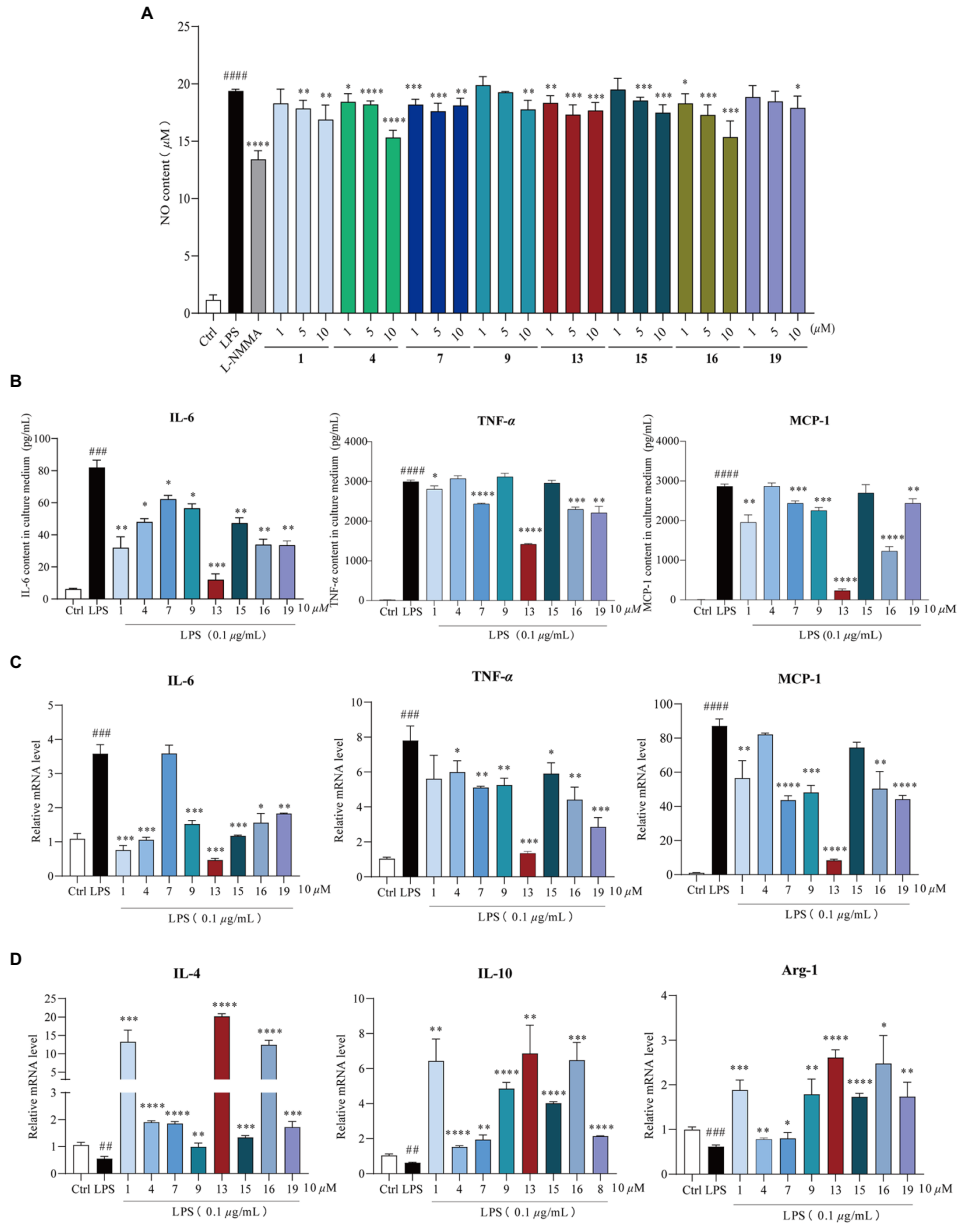
Anti-inflammation activity of compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19**. Cells were exposed to 0.1 μg/ml lipopolysaccharide (LPS) and co-treated with **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** (1, 5, and 10 μM) for 24 h, respectively. **(A)** Nitric oxide (NO) production in the supernatant after 24 h of LPS induction, *n* = 5. L-NMMA was used as the positive control; **(B)** compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** reduced LPS-induced IL-6, TNF-*α*, and MCP-1 release, *n* = 3; **(C)** qPCR analysis of M1-type macrophage genes (IL-6, TNF-*α*, and MCP-1) normalized by *β*-actin, *n* = 3; **(D)** qPCR analysis of M2-type macrophage genes (IL-4, IL-10, and Arg-1) normalized by *β*-actin, *n* = 3. All data were presented as the mean ± SD of three independent experiments. ns, *p* > 0.05, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.005, ^****^p < 0.001 vs. LPS group; ^##^*p* < 0.01, ^###^*p* < 0.005, ^####^*p* < 0.001 vs. control group, *n* = 3. *p* value was assessed by two-tailed Student’s *t*-test.

### Compound 13 alleviated the pathological lung injury of LPS-administrated mice

These anti-inflammatory activity results suggested that these marine natural products possessed excellent suppression on nitric oxide and pro-inflammatory cytokines. In addition, compound **13** showed the greatest anti-inflammatory potential among these chlorinated compounds; thus, its inhibitory effect was subsequently inspected *in vivo* (Yang et al., 2020). In brief, BALB/c mice were orally administrated with compound **13** at a dose of 20 mg/kg for 24 h before the LPS treatment, and mice were killed 6 h after intratracheal injection of LPS (5 mg/kg). Lung histopathology was performed with *H&E* staining, which demonstrated that the physiological lung tissue of mice treated with compound **13** was relatively intact with less inflammatory cell infiltration compared with the model group. Besides, the alveoli were clearly delineated and demarcated, and no proliferation of alveolar epithelial cells was observed (Figures 5A,B, as shown by the arrow). These results indicated that compound **13** attenuated the acute lung injury (ALI) caused by LPS-induced inflammation. Furthermore, “cytokine storm” is well characterized in ALI (Chen et al., 2021c). The cytokine detection in the bronchoalveolar lavage fluid (BALF) revealed that the levels of pro-inflammatory factors, such as IL-6, TNF-*α*, and MCP-1, in compound **13** administrated group were generally lower (Figure 6C) than those of the model group. Taken together, our results prompted that compound **13** effectively alleviated inflammation levels in mice with acute lung injury pneumonia (Figure 5C).

**Figure 5:**
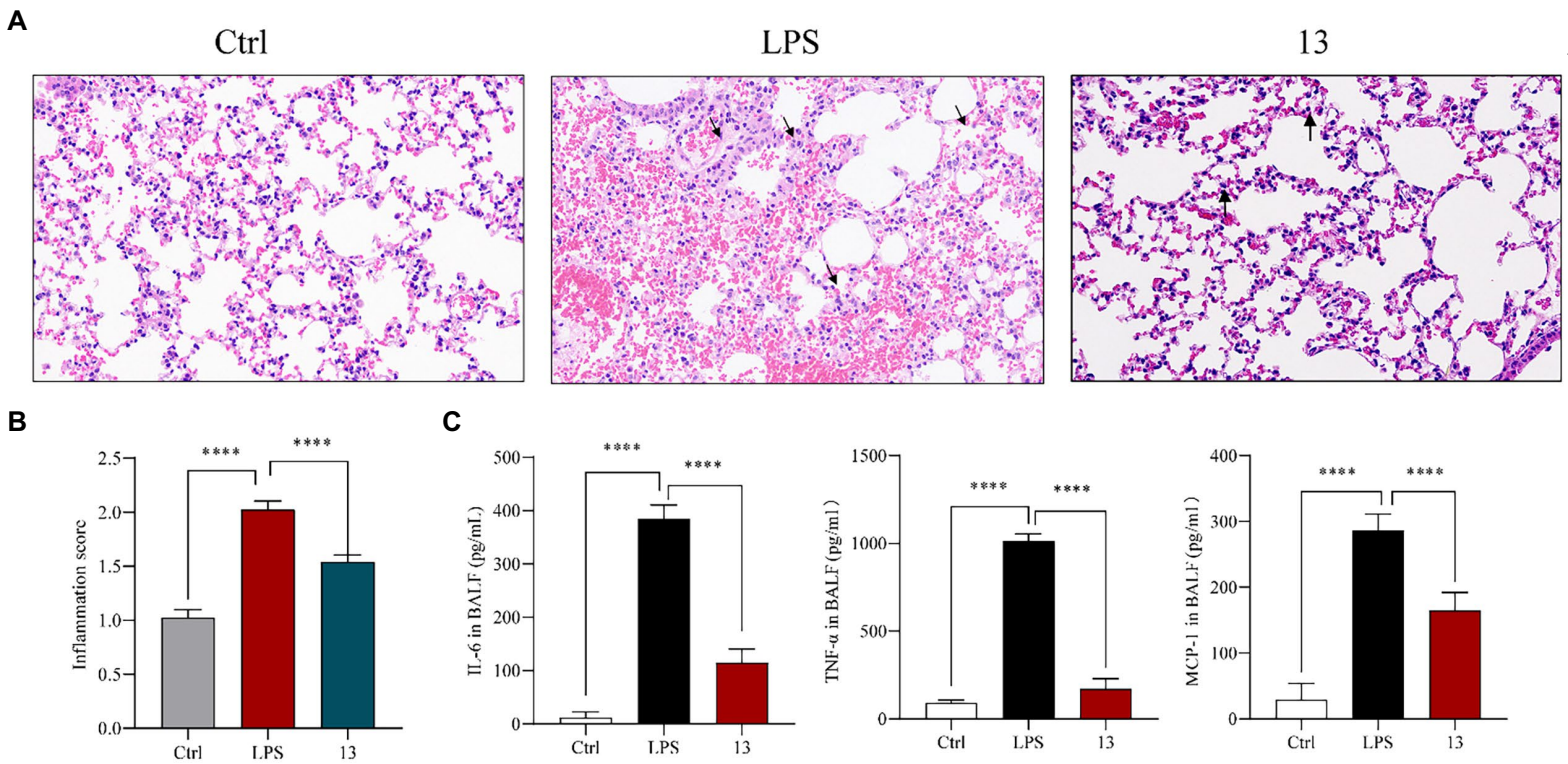
Compound **13** weakens the pathological lung injury of LPS-challenged mice. BALB/c mice were intragastric injected with compound **13** for 24 h before the LPS administration. Mice were killed after 6 h of LPS injection (5 mg/kg), and lung histopathology was performed with *H&E* staining **(A)**. Inflammation score was measured independently by three pathologists blinded to the experiment (**B**, *n* = 6). The levels of anti-inflammation cytokines in BALF were assayed **(C)**. ^****^p < 0.001 vs. control group, *n* = 6. *p* value was assessed by two-tailed Student’s *t*-test.

**Figure 6:**
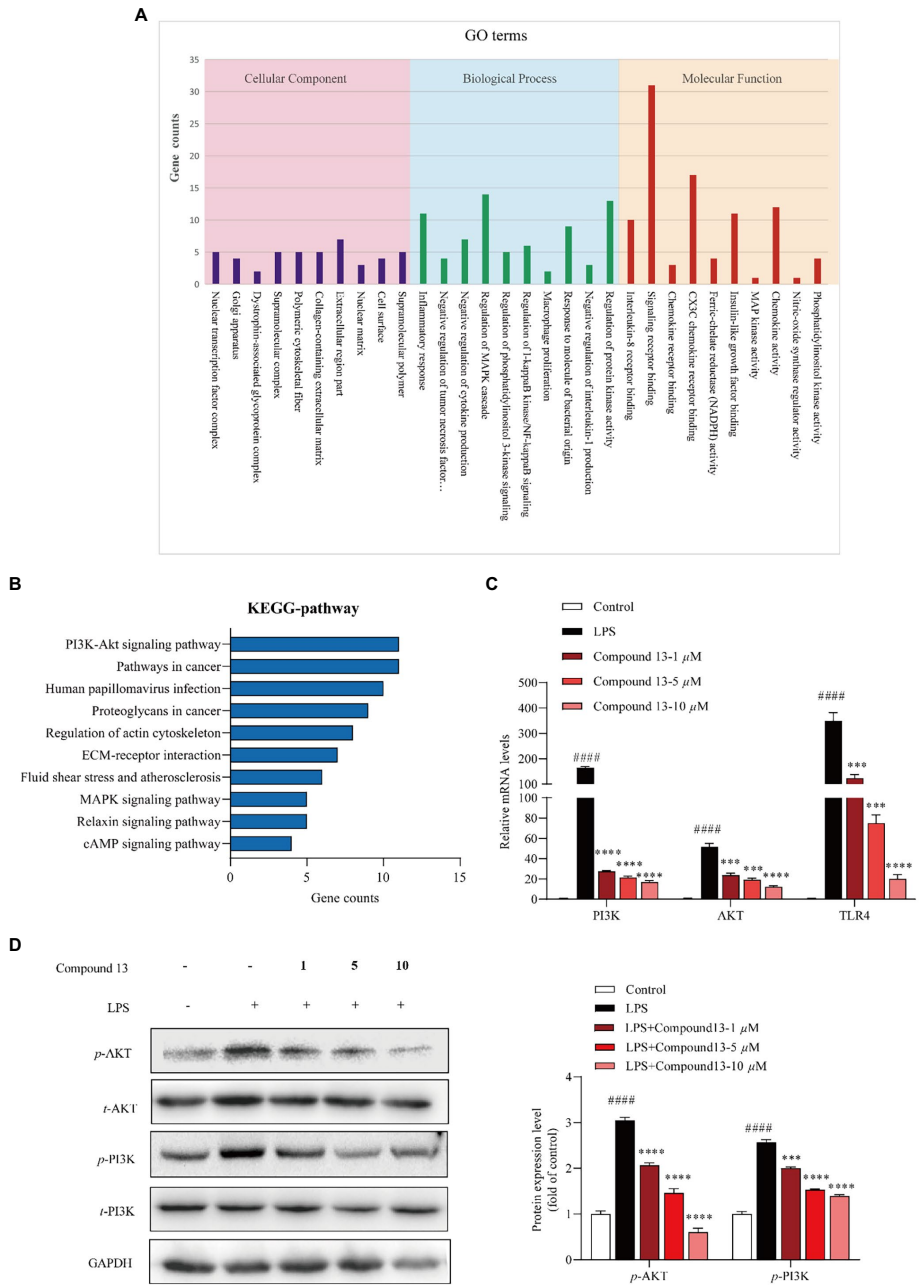
PI3K/AKT signaling pathway was involved in the regulation of LPS-induced inflammation by compound **13** in RAW264.7 macrophages. **(A)** Inflammation-related GO terms enriched from differentially expressed genes (DEGs) between compound **13**-treated and model RAW264.7 macrophages. **(B)** Inflammation-related KEGG pathways enriched from DEGs. **(C)** qPCR analysis of PI3K, AKT, and TLR4 genes normalized by *β*-actin. All data were presented as the mean ± SD of three independent experiments. *p* > 0.05, ns; ^***^p < 0.005, ^****^p < 0.001 vs. LPS group; ^####^*p* < 0.001 vs. control group, *n* = 3. *p* value was assessed by two-tailed Student’s *t*-test. **(D)** Immunoblotting against the PI3K, AKT proteins, *n* = 3. All data were presented as the mean ± SD of three independent experiments. ^***^p < 0.005, ^****^p < 0.001 vs. LPS group; ^####^*p* < 0.001 vs. control group, *n* = 3. *p* value was assessed by two-tailed Student’s *t*-test.

### Compound 13 protected RAW264.7 macrophages against LPS-induced inflammation through PI3K/AKT pathway

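RNA of RAW264.7 cells, a mouse macrophage line, was sequenced in 5 libraries, 2 of control cells, 2 of the LPS model and 1 of cells given LPS and compound 13. LPS is a component of the outer membrane of Gram-negative bacteria that macrophages sense through the receptor TLR4. The cell model of the study used LPS at 0.1 μg/ml and compound 13 at 10 μM, cells were collected for RNA after 24 h, and the dose is not restated for the sequenced cells. The label of the library with compound 13 names no compound, so its identity is taken from the paper's methods. Neither the paper's text nor the labels say that the replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The kit was strand-specific, and the submitters' processing notes name Trimmomatic, HISAT2, SAMtools, DESeq2 and the mouse build mm10. The deposited values are log2 FPKM (fragments per kilobase of exon, scaled to depth) of 1489 genes, 1323 of them protein-coding. The paper's text does not say how these genes were chosen, and nearly all of them differ between control and LPS model, so counts of higher and lower genes describe this selection and are not independent evidence of a direction. Low values were whole multiples of what 1 read is worth, which gives depths of 16562000 and 17109000 reads in the control, 16619000 and 16179000 in the LPS model and 17137000 with compound 13. At these depths 97.8% to 99.2% of the low values lay within 0.1 of a whole read, against at most 58.7% at other depths. The listed genes held 8.0% and 8.21% of the reads in the control, 17.0% and 17.15% in the LPS model and 16.83% with compound 13.
Values were put on the log2(FPKM + 1) scale, on which a fold change understates the change of low genes, and the 1053 genes that reached an FPKM of 1 in 2 libraries or in the library with compound 13 were tested with limma. All 5 libraries entered a single fit, and the lone library with compound 13 is assumed to vary like the others. Between LPS model and control, 766 genes were higher and 246 lower at an adjusted p under 0.05. Between compound 13 and the LPS model, 4 genes were higher and 76 lower, and 17 and 22 genes in all passed without LPS model replicate 1 and without LPS model replicate 2. Rescaling by the median of ratios and quantile normalization, which both assume that about as many listed genes rise as fall, moved the median log2 fold change of all genes for LPS from 0.96 to 0 and 0.13, and that for compound 13 from −0.08 to 0.05 and 0.03. For LPS the deposited FPKM go against this assumption, as the listed genes rose from 8.0% and 8.21% of the reads to 17.0% and 17.15%. Directions with LPS after these rescalings therefore hold only under that assumption. For compound 13, limma called 0 genes (231 at an unadjusted p under 0.05) and 8 genes after these rescalings. With so few calls in all, 0 calls in a single list after rescaling says little about that list. Limma-voom on recovered reads without rescaling called 302, where 151 of the 288 lower genes had at most 3 reads in each library outside the LPS model. The 39 gene lists, the main tests and the rule for the genes named were fixed before the data were examined, whereas limma-voom was chosen after they were seen. Each list with at least 3 tested genes was set against the other listed genes with camera, at a preset correlation between genes of 0.01, and no list passed with an estimated correlation.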

To further explore the mechanism of compound **13** in ameliorating LPS-induced inflammation, high-throughput sequencing of RNAs from RAW264.7 macrophages was conducted. The results of the GO enrichment analysis indicated that chemokine activity and nitric oxide synthase regulatory activity may play key roles in inflammation induced by LPS (Figure 6A and Supplementary Figure 27). Furthermore, combining the results of the KEGG pathway analysis uncovered that the PI3K/AKT signaling pathway was significantly activated, indicating that it might be a potential key pathway in mediating inflammatory responses in the current cell model (Figure 6B). 

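Chemokine ligands, which recruit leukocytes, were mostly higher with LPS, and 9 of the 10 tested were higher and 1 lower in the LPS model than in the control (adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone). Their median log2 fold change was 4.12, or 4.16 with Cxcl3, which had 0 reads in the control, at its lower bound. With compound 13, 1 of the 10, Ccl6, was lower than in the LPS model, and Ccl2 stood at 349 FPKM against a mean of 355. Genes of nitric oxide synthesis and its regulators were higher with LPS in 7 of 7 tested (5 higher and 0 lower after rescaling by the median of ratios, 5 and 1 after quantile normalization; 7 when adjusted over the list alone) with a median of 1.42, or 1.61 with Cav1 at its bound.
Ccl2 (ENSMUSG00000035385), which encodes the monocyte attractant MCP-1, lies on chromosome 11 of GRCm38 from 82035571 to 82037453. Its FPKM was 3.36 ± 0.995 (SD, n = 2) in the control and 355 ± 12 (SD, n = 2) in the LPS model, a log2 fold change of 6.37 (standard error 0.15, adjusted p = 2.48e-06 from limma). With compound 13 it had a log2 fold change of −0.03 against the LPS model (standard error 0.19, adjusted p = 0.937 from limma), and the ratio of reads was 0.981 with a 95% counting interval of 0.953 to 1.01. Cxcl2, a neutrophil attractant, and Ccl5, a T cell attractant, had log2 fold changes of 6.41 and 4.83 with LPS, and Cxcl14 fell by 2.06. Ccl6 had 87 and 81 reads in the LPS model and 43 with compound 13, a log2 fold change of −0.69 (standard error 0.10, adjusted p = 0.0267 from limma). It was also the 1 ligand called when adjusted over the list alone, 3 ligands were lower at an unadjusted p under 0.05, and limma-voom, chosen after the data were seen, called 5 of 14 lower. Of these 5, 3 had at most 3 reads in each library outside the LPS model. The median compound effect of the ligands was −0.09 (0.08 after rescaling by the median of ratios and 0.00 after quantile normalization, with 0 calls in both). Camera gave the ligands and the nitric oxide genes an adjusted p of 0.181 each for LPS and of 0.958 each for compound 13.

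**Figure D1:**
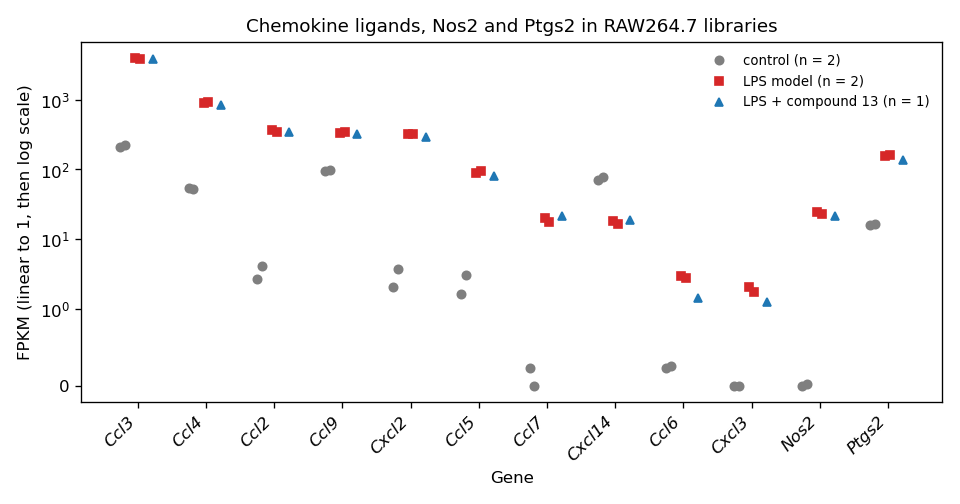
FPKM per library of 10 chemokine ligand genes, Nos2 and Ptgs2, on an axis that is linear up to 1 and logarithmic above, with control libraries as grey circles (n = 2), LPS model libraries as red squares (n = 2) and the library with compound 13 as a blue triangle (n = 1). Ccl2 stands at 349 FPKM with compound 13 and at a mean of 355 in the LPS model, and Cxcl14 lies lower in the LPS model than in the control.

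Nos2 (ENSMUSG00000020826; chromosome 11, 78920787 to 78960254), the inducible nitric oxide synthase, had 0 and 2 reads in the control and an FPKM of 23.6 ± 1.32 (SD, n = 2) in the LPS model. The ratio of reads was 1750 (95% counting interval 485 to 14500), and the log2 fold change was 4.60 (standard error 0.07, adjusted p = 1.16e-06 from limma). With compound 13 its FPKM was 21.4, a log2 fold change of −0.13 (standard error 0.08, adjusted p = 0.392 from limma), and the ratio of reads was 0.908 (0.855 to 0.963). Such intervals cover counting error only. Ptgs2, the inducible cyclooxygenase, and Ass1, which regenerates arginine, rose by 3.23 and 1.61 on the log2 scale with LPS. Limma called 2 genes of this list lower with compound 13 when adjusted over the list alone or at an unadjusted p under 0.05. Limma-voom called 4 of 10, and 3 of these 4 had at most 3 reads in each library outside the LPS model. In the main test the 1 gene that fell was Cav1, which encodes the caveolar protein caveolin 1, a binding partner of endothelial nitric oxide synthase. It had 75 and 58 reads in the LPS model and 0 in the other 3 libraries, so against a floor of 3 reads over the group it was at least 45.5-fold higher with LPS and at least 23.2-fold lower with compound 13 (adjusted p = 0.0193 from limma). Such bounds leave out the counting error of the LPS model reads. For Cav1 the exact 95% interval starts at 36.5-fold with LPS and reaches a ratio of 0.0538 with compound 13. The nitric oxide list had a median compound effect of −0.07, and of 0.03 after either rescaling. It had 0 calls in both, where 0 and 8 of all 1053 tested genes were called. Egfr, the growth factor receptor that alone carried the annotation nitric-oxide synthase regulator activity, had 15 and 6 reads in the LPS model and 0 in the other libraries (at least 7.19-fold higher with LPS and at least 3.66-fold lower with compound 13, below the filter of the test). Cx3cl1, the 1 gene annotated with CX3C chemokine receptor binding, had 10 and 15 reads in the LPS model and Cxcl1 19 and 17, again with 0 elsewhere, and these genes and Egfr were chosen after their values were seen. The epithelial keratin Krt8 went the same way with 362 and 196 reads in the LPS model, and 77 genes in all, Cav1, Cx3cl1 and Cxcl1 among them, had at least 10 reads in each LPS model library and at most 3 in every other. For these genes, RNA of another cell type in the LPS model libraries and a response of the macrophages to LPS both stay open. Of the genes annotated with chemokine activity, 1 of 10 tested was lower with compound 13 (one-sided Fisher's exact test, p = 0.544, adjusted p = 1 over 24 tests of 16 annotated terms). No term passed this adjustment, and the lowest unadjusted p-values were those of nuclear matrix (Fisher's exact p = 0.0117, from Krt8, Krt18 and Sparc) and of the dystrophin-associated glycoprotein complex (Fisher's exact p = 0.0162, from Krt8 and Krt19). These tests compared listed genes with each other, nearly all of them changed with LPS, so they cannot speak to enrichment among all expressed genes.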

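Of the 101 genes in the fixed list of intracellular PI3K/AKT signalling, 9 are listed and 8 were tested. Since 1012 of all 1053 tested genes were called with LPS, counts of these genes say little about the pathway as a whole. In the LPS model 8 of the 8 were higher than in the control (adjusted p under 0.05 from limma, and 8 when adjusted over the list alone), with a median log2 fold change of 1.00. That median is close to the one of all tested genes, and after rescaling by the median of ratios 3 were higher and 5 lower (median −0.16), and after quantile normalization 3 were higher and 4 lower (median −0.11). With compound 13, limma called 0 of the 8 against the LPS model (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, and 1 of 9 lower by limma-voom, chosen after the data were seen), and the median was −0.07 (0.08 and 0.01 after the rescalings). The 14 PI3K subunit genes and the 3 AKT genes of the fixed lists are not among the 1489 genes, and their RNA was not analysed here.
Myc (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374), a transcription factor of cell growth and a late target of the pathway, had an FPKM of 2.73 ± 0.355 (SD, n = 2) in the control, 37.1 ± 0.99 (SD, n = 2) in the LPS model and 31.4 with compound 13. Its log2 fold change was 3.36 with LPS (standard error 0.08, adjusted p = 2.4e-06 from limma) and −0.23 with compound 13 (standard error 0.10, adjusted p = 0.221 from limma). The anti-apoptotic Bcl2l1 and the pro-apoptotic Bcl2l11 rose by 1.46 and 1.36 on the log2 scale with LPS. The fixed list of extracellular ligands and receptors that feed into the pathway has 129 genes, of which 41 are listed. Of the 21 tested, 13 were higher and 7 lower with LPS (the same when adjusted over the list alone, but 8 and 8, and 7 and 8, after the rescalings). Their median was 0.73 and their mean 0.74 (medians of −0.06 and −0.01 after the rescalings), whereas camera placed them below the other listed genes (adjusted p = 0.384). Csf3, the granulocyte growth factor G-CSF, rose from 0.794 ± 0.458 (SD, n = 2) to 400 ± 0.102 FPKM (SD, n = 2), a log2 fold change of 7.83, and the cytokine gene Osm rose by 2.08. The integrin genes Itgb5 and Itga4 fell by 2.14 and 2.01, and the growth factor gene Igf1 fell by 0.77. With compound 13, limma called 1 of the 21 lower, the integrin gene Itgb7, at 50.3 FPKM against 60.3 ± 0.857 (SD, n = 2) in the LPS model (log2 fold change −0.26, standard error 0.05, adjusted p = 0.0466 from limma). No gene of this list passed when adjusted over the list alone (2 higher and 3 lower at an unadjusted p under 0.05), the median was −0.07 (0.07 and 0.05 after the rescalings), and camera gave the opposite direction (adjusted p = 0.847).
Limma-voom on recovered reads also covers genes below the filter, and with it 17 of the 41 listed genes of this group were lower and 1 higher with compound 13. Of these 17, 10 had at most 3 reads in each library outside the LPS model, a pattern shared with epithelial keratin genes, and 7 of the 10 also had at least 10 reads in each LPS model library. Fn1, which encodes fibronectin, had 20 and 25 reads in the LPS model and 0 in the other libraries, at least 15.4-fold higher with LPS and at least 7.84-fold lower with compound 13. The laminin gene Lama5 had 33 and 29 reads in the LPS model, 1 and 2 in the control and 0 with compound 13, and the collagen gene Col4a1 had 44 and 38, 1 and 1, and 3. The genes given here by their reads were chosen after their values were seen, and RNA of another cell type stays open for them as it does for Cav1.

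**Figure D2:**
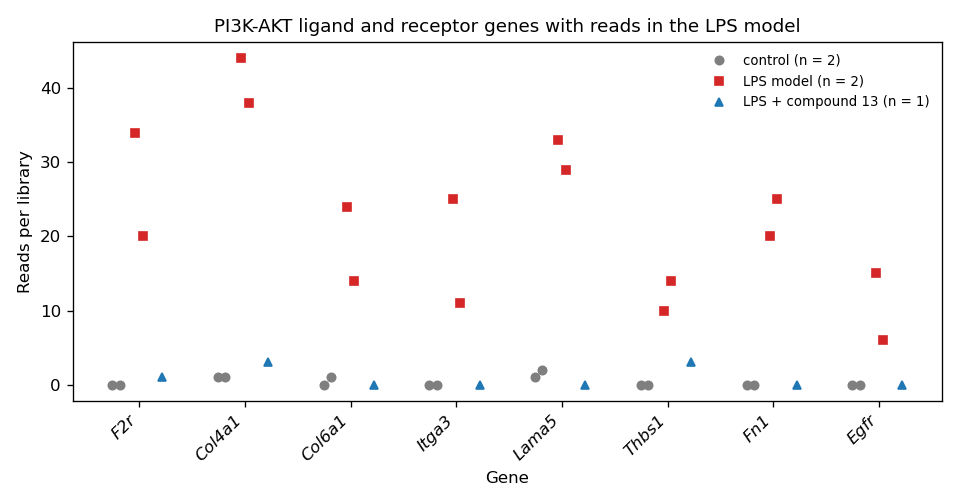
Recovered reads per library, on a linear axis, of 8 genes of extracellular PI3K/AKT ligands and receptors, with control libraries as grey circles (n = 2), LPS model libraries as red squares (n = 2) and the library with compound 13 as a blue triangle (n = 1). Of the 41 listed genes of this group, the 7 with at least 10 reads in each LPS model library and at most 3 in every other library are shown. Egfr was added after its values were seen. That control cells and compound 13 lie at 3 reads or fewer thus follows from the choice of genes, and the LPS model libraries lie at 44 reads or fewer.

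Of 26 genes in the fixed list of TLR4 and its proximal signalling, 4 were listed and tested. These 4 rose with LPS (4 when adjusted over the list alone, but 2 higher and 2 lower, and 2 and 1, after the rescalings), with a median of 1.24 and a camera adjusted p of 0.306. With compound 13 limma called 0 of them (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by limma-voom), although 1 was called higher after quantile normalization. Extracellular matrix and protease genes were 8 of 8 higher with LPS (8 when adjusted over the list alone; 7 and 6 after the rescalings), with a median of 1.92 and a camera adjusted p of 0.109. With compound 13, 4 of these 8 fell (6 when adjusted over the list alone, and 16 of 20 by limma-voom, 7 of these 16 with at most 3 reads in each library outside the LPS model), namely the matrix protein gene Sparc, the protease inhibitor gene Timp1, the collagenase gene Mmp13 and, chosen after its values were seen, the plasminogen activator gene Plau. Their list had a median of −0.36 and a camera adjusted p of 0.00166 (adjusted p = 0.729 with an estimated correlation), and after the rescalings 0 were called, with medians of −0.20 and −0.23. Plau, at 818 ± 10.4 FPKM (SD, n = 2) in the LPS model and 620 with compound 13, had a log2 fold change of −0.40 (standard error 0.04, adjusted p = 0.0193 from limma). Of the 20 listed genes of this group, 6, Sparc among them (193 and 117 reads, against 0 and 1 in the control and 0 with compound 13), had at least 10 reads in each LPS model library and at most 3 in every other library. From the KEGG pathways enriched among the differentially expressed genes (Figure 6B), the paper states that PI3K/AKT signalling was activated and proposes it as a potential key pathway of the inflammatory response in this cell model, and then turns to PI3K and AKT by qPCR and immunoblotting.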

Consistent with this hypothesis, our subsequent research displayed that compound **13** could effectively restrain the expression levels of PI3K and AKT upregulated by LPS (Figures 6C,D), proving that the PI3K/AKT signaling pathway was involved in this procedure regulated by compound **13**, which is in accordance with another research (Zhong et al., 2016). In this study, we found that compounds **4**, **9**, **13**, and **15** could effectively inhibit the synthesis of NO and overproduction of pro-inflammatory cytokines induced by LPS. Especially, compound **13** also exhibited an outstanding anti-inflammatory activity *in vivo*, suggesting the most active compound.

Mitochondria are key organelles involved in metabolic regulation, and their dysfunction is closely related to metabolic inflammatory diseases. 

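Among the genes annotated to the mitochondrion in the deposited table, 65 of 69 tested changed with LPS in RAW264.7 macrophages, 52 higher and 13 lower (adjusted p under 0.05 from limma, one-sided Fisher's exact p = 0.871). As 900 of the 937 genes that this Fisher test compared were called with LPS, it could hardly show enrichment of any term. With compound 13, 4 of the 69 were lower than in the LPS model (3 higher and 16 lower of 88 by limma-voom, chosen after the data were seen). These 4 were Clu, which was chosen after its values were seen, Ifit3, Ptrf and Tap1, with log2 fold changes of −0.75, −0.88, −1.69 and −0.40, genes better known for a secreted chaperone, the interferon response, caveolae and peptide transport for antigen presentation. Acod1 (ENSMUSG00000022126), which makes itaconate in the mitochondrion from an intermediate of the TCA cycle, rose from an FPKM of 4.46 ± 0.293 (SD, n = 2) in the control to 416 ± 1.76 (SD, n = 2) in the LPS model. Its log2 fold change was 6.26 with LPS (standard error 0.05, adjusted p = 2.14e-07 from limma) and −0.16 with compound 13, where its FPKM was 372 (standard error 0.06, adjusted p = 0.182 from limma). Of 21 tested transcription factors of macrophage activation, 18 were higher and 3 lower with LPS, and 1, Irf7, was lower with compound 13.
Acod1 was the 1 listed gene of 28 in the fixed list of the TCA cycle and itaconate, and it was lower with compound 13 at an unadjusted p under 0.05 and by limma-voom. None of the 76 nuclear-encoded genes of oxidative phosphorylation, the 13 genes encoded by mitochondrial DNA or the 40 genes of mitochondrial dynamics, import and biogenesis was among the genes analysed here. Within the tested genes, the annotation mitochondrion was not enriched among those called with compound 13 (one-sided Fisher's exact test, p = 0.787, adjusted p = 1). That test compared only listed genes, nearly all of them changed with LPS, so it cannot speak to enrichment among all expressed genes. Ptrf had 182 and 116 reads in the LPS model, 0 and 3 in the control and 5 with compound 13. Irf7, a regulator of interferon genes, had an FPKM of 8.63 ± 0.539 (SD, n = 2) in the control, 119 ± 4.93 (SD, n = 2) in the LPS model and 82.9 with compound 13. Its log2 fold change was 3.64 with LPS (standard error 0.06, adjusted p = 1.4e-06 from limma) and −0.52 with compound 13 (standard error 0.07, adjusted p = 0.0267 from limma). Egr1, an immediate-early factor, rose by 2.30 with LPS, and Id3, Tfeb, a regulator of lysosomal genes, and Klf4 fell by 1.08, 1.03 and 0.53. Adjusted over the list alone, the counts of transcription factors were the same in both comparisons, and limma-voom called 2 of 24 lower with compound 13. The median of these factors with LPS was 0.97, and after rescaling by the median of ratios 6 were higher and 9 lower (median −0.06), and after quantile normalization 8 and 7 (median 0.07). With compound 13 their median was −0.12, and after the same rescalings 0 were called. Of 38 tested genes annotated with sequence-specific transcription factor activity, 26 were higher and 10 lower with LPS (Fisher's exact p = 0.815). That test too could hardly show enrichment, as 780 of the 812 genes compared were called. With compound 13, limma called 0 of the 38 (Fisher's exact p = 1, with 3 higher and 7 lower at an unadjusted p under 0.05, and 10 of 59 lower by limma-voom). Camera gave the list of transcription factors an adjusted p of 0.347 for LPS.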

Although the gene expression heat map showed that genes related to mitochondrial function and transcription factors were largely enriched (Supplementary Figure 27), whether they participated in LPS-induced inflammatory response of compound **13** still needs further investigation.

## Conclusion

In summary, the chemical investigation of the mangrove endophytic fungus *Amorosia* sp. SCSIO 41026 resulted in the isolation and identification of 19 secondary metabolites, including three new chlorine-containing fungal metabolites and two new natural products. Our results demonstrated that compounds **1**, **4**, **7**, **9**, **13**, **15**, **16**, and **19** inhibited LPS-induced overproductions of NO and pro-inflammatory cytokines including IL-6, TNF-*α*, and MCP-1 both in mRNA and protein levels with a premise that none of these compounds showed significant cytotoxicity. Among these metabolites, compound **13** was identified as the most active compound with an outstanding ability of anti-LPS-induced inflammation in RAW264.7 macrophages and in ALI mice, probably by inhibiting the PI3K/AKT signaling pathway. Thus, this study demonstrates the potential value of mangrove endophytic fungus as a promising source of bioactive compounds.

## Data availability statement

The data presented in the study are deposited in the NCBI repository, accession number GSE207442 (https://www.ncbi.nlm.nih.gov/sra/PRJNA855018), CDCC Nos: 2133225 and 2133224.

## Ethics statement

The animal study was reviewed and approved by the Medical Ethics Committee of Peking Union Medical College. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

XR and CC performed the experiments and wrote the paper. YY, ZX, and XL helped with the analysis of the data. PG, XL, and YL designed and supervised the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by CXYJ-2022-01 from the Research Foundation of Capital Institute of Pediatrics (China), Guangdong-Joint Foundation of Shenzhen (2021B1515120046), and the Special Fund for Bagui Scholars of Guangxi (YL).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

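RNA was sequenced from RAW264.7 mouse macrophages in 5 libraries, 2 of the control, 2 of the LPS model and 1 of LPS with compound 13. Libraries were grouped by these conditions from the sample labels and the paper's methods. The other experiments of the paper (isolation and structures of the compounds, nitric oxide and cytokine assays, qPCR, immunoblotting and the mouse model) have no values in the table used and were not analysed here.

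The authors' deposited table gives log2 FPKM per library for 1489 genes, with gene identifiers, coordinates and annotation terms. The submitters' processing notes name Trimmomatic 0.32, HISAT2 2.1.0, SAMtools 1.4, DESeq2 and the mouse build mm10 (GRCm38), without their settings. The counter, the annotation release and the rule by which the genes were selected are not given in the sources used here, and neither is whether counting used the strand of the libraries, so overlapping genes and near-identical gene copies may share reads. The methods define differentially expressed genes by a p under 0.01 and do not say whether this p was adjusted. In the table, 562 values are exactly 0, which were read as genes with no read counted, while the other values run from −8.47 to 13.93. Of the 1489 identifiers, 1487 are in the GENCODE mouse release 21 annotation, and 1336 have the same coordinates there. Of 1489 rows of annotation, 191 had a biological process term withheld, so terms of that branch were not tested, and 1157 and 1329 genes carried a molecular function and a cellular component term. The deposited table holds no KEGG pathways.

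The depth of each library was recovered from the FPKM values. FPKM times the exon length of a gene in the annotation and the depth gives a whole number of reads only at the true depth, so depths from 5000000 to 25000000 were tried in steps of 2000. Counting intervals at the 95% level are exact (Clopper-Pearson) intervals of the split of reads between 2 groups, turned into a ratio. Where a group had 0 reads, a fold was computed against a floor of 3 reads over the group and is given as a lower bound. This bound leaves out the counting error of the reads in the other group. The exact interval can therefore start lower, for Cav1 with LPS at 36.5-fold beside a bound of 45.5-fold.

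Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main test was limma on log2(FPKM + 1) with empirical Bayes moderation and a trend, 3 groups and all 5 libraries in 1 fit, over 1053 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. This fit leaves 2 residual degrees of freedom and has 2.97 prior degrees of freedom. The test was planned for normalized values or for counts, and the form for normalized values applied. Fixed gene lists, of which 31 of 39 held a listed gene and 23 had at least 3 tested genes, were tested with camera, adjusted over the lists. For 16 annotated terms, one-sided Fisher's exact tests compared called with tested genes that carried a term of the same branch. Genes named in the text are the genes the paper names or measures, up to 3 called members with the largest change in each direction per list, and the 10 largest changes in each direction per comparison among genes with a mean FPKM of at least 1.

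The whole calculation was tested on simulated tables with 200 changed genes. Simulated reads had a variance of 2 times their mean at every gene, where the real replicate pairs had means of 3.38 (control) and 2.27 (LPS model) and medians of 2.32 and 1.88. Control means were set to those of the LPS model, so genes raised by LPS from near 0 were not simulated. Unlike in the data, most genes were unchanged between LPS model and control. The shares below hold for that setting only. For compound 13 against the LPS model, with 1014 simulated genes tested, 62.0%, 94.6% and 100% of genes changed by 1.5, 2 and 4 times were called, and 0.52% of unchanged genes. For LPS model against control, with 1007 genes, these shares were 82.4%, 94.8% and 100%, and 1.71%. A simulated changed list was found in both comparisons, and 0 of 22 unchanged lists were called by camera. The simulated genes varied independently of each other, and the simulated library with compound 13 varied like the others. The simulation therefore cannot test the preset correlation or the assumption on the lone library, and with an estimated correlation no list passed in the data.

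Alternatives set at the start were a pseudocount of 0.1, no filter, a filter at an FPKM of 10, rescaling by the median of ratios, quantile normalization, a replicate block, a fit of only the groups compared, moderation without a trend or with robust settings, an absolute log2 fold change of at least 1, leaving out each replicate, and for lists an estimated correlation and fry. Alternatives that need deposited counts or the authors' own p-values were not run, since the table holds neither. Alternatives chosen after seeing the data were limma-voom on recovered reads of all genes with at least 10 reads, leaving out the 77 genes with at least 10 reads in each LPS model library and at most 3 in each other library, and leaving out these and the interferon genes from the correlation of fold changes.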

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

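All 4 tests in this part, and limma-voom, were chosen after the results were seen, while the gene lists they use were set at the start. The paper's supplementary heat map was not available here, and whether it shows the genes named in this part was not examined.

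A group of 77 genes had at least 10 reads in each LPS model library and at most 3 in each of the other libraries, a signal that the paper's main text and figures do not give, with 3530 and 2424 reads in all in the LPS model, 23 and 32 in the control and 40 with compound 13. It holds 6 genes of extracellular matrix and proteases, among them Sparc (193 and 117 reads) and Col3a1 (68 and 57), also a fibroblast marker, and, in no fixed list, Serpinh1 (286 and 197) and Nedd4 (225 and 187), where Col3a1 and Nedd4 were chosen after their values were seen, while limma-voom called 4 of 4 fibroblast markers higher with LPS and 2 lower with compound 13. It also holds the keratin genes Krt8 (362 and 196 reads), Krt19 (129 and 97) and Krt18 (102 and 71), the 3 of 12 epithelial markers that are listed, which no other fixed list holds and which had 0 reads in the control cells; all 3 were higher in the LPS model (median log2 fold change 2.23, or 6.27 with the genes at their bounds; camera adjusted p = 0.382) and lower with compound 13 (−2.23, or −5.30; 0 called after rescaling by the median of ratios and 1 after quantile normalization, with medians of −1.84 and −1.82; camera adjusted p = 0.00136, and adjusted p = 0.831 with an estimated correlation). A general loss of such low genes from the library with compound 13 is argued against by 431 other genes of the same read range that LPS raised. Their median ratio of compound 13 over LPS model was 0.804 (95% interval 0.771 to 0.83). The 77 genes were left out of these 431, and a ratio under 1 leaves a smaller loss open. RNA of another cell type in the LPS model libraries stays open: scaled to depth, the pooled ratio of LPS model replicate 1 over replicate 2 was 1.42 in these genes (1.31 to 1.53) and 1.02 in the other genes (0.995 to 1.04), so that they may come from a source present in different amounts, although 22 of the 77 had a ratio under 1 and the variance of their reads about this ratio was 1.56 times that of counting (1.87 times in the other genes about theirs), no such source was tested directly, and a response of the macrophages to LPS that is absent with compound 13, which was not tested, stays open as well.

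Type I interferon response genes, without values in the paper's main text and figures, were higher in the LPS model than in the control in 49 of 49 tested (49 when adjusted over the list alone; 35 higher and 9 lower after rescaling by the median of ratios, 38 and 3 after quantile normalization; median 1.54, camera adjusted p = 0.00114, and adjusted p = 0.486 with an estimated correlation). With compound 13, 15 of them fell (34 when adjusted over the list alone, 26 of 51 by limma-voom, and 0 after either rescaling), with a median of −0.32 (−0.16 and −0.18 after the rescalings) and a camera adjusted p of 2.28e-09 (adjusted p = 0.729 with an estimated correlation), and Ifi204, Zbp1 and Isg15 had log2 fold changes of −0.90, −0.85 and −0.69. A weaker LPS response of all genes is argued against by 10000 random lists of genes with as large an LPS effect, whose medians centred on −0.11 (95% from −0.17 to −0.05) and reached −0.24 at the lowest, a share of 0.0001, the smallest they can give. This share treats genes as independent draws and measures the spread between genes in these libraries, not a spread between cultures. That the library is a further one of LPS model cells and that compound 13 had an effect cannot be told apart, since its dispersion from the nearer LPS model library, over genes outside this list and outside the 77 genes, was 2.67 times that between the LPS model libraries, but these may be technical replicates. With 1 library, an effect of compound 13 and a difference between cultures may both account for the lower interferon genes and were not separated by any test.

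Of 12 tested NRF2 antioxidant genes, likewise without values there, 11 were higher in the LPS model than in the control (8 higher and 3 lower, and 7 and 2, after the rescalings; camera adjusted p = 0.109, and adjusted p = 0.486 with an estimated correlation), among them Slc7a11, Prdx1 and Hmox1 at log2 fold changes of 2.80, 2.33 and 2.12.

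Of 16 tested genes of cholesterol synthesis and efflux, again without values there, 15 were lower and 1, the efflux gene Abcg1, higher in the LPS model (0 higher and 16 lower after either rescaling; camera adjusted p = 1.65e-08, and adjusted p = 0.486 with an estimated correlation), among them Hmgcs1, Mylip and Mvd at −1.23, −1.22 and −1.09.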

How the results depend on the processing

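Limma-voom on recovered reads and the settings that leave out the 77 genes near 0 outside the LPS model or the interferon genes were chosen after the data were seen, and DESeq2 on counts and the authors' p-values were not run, since the table gives neither. Between LPS model and control, 1012 genes passed and counts stayed within 1.5 times of this except with the filter at an FPKM of 10 (481, of 491 tested) and with an absolute log2 fold change of at least 1 (622); at an unadjusted p under 0.01 these were 477 and 619 beside 982. For compound 13 against control the same settings gave 480 and 528 beside 969. The rescalings moved the split of higher and lower genes from 766 and 246 to 408 and 408 (median of ratios) and 443 and 348 (quantile) for LPS, and from 717 and 252 to 358 and 357, and 403 and 338, for compound 13 against control.

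For compound 13 against the LPS model, 80 genes passed. This count was 35 with a pseudocount of 0.1, 15 with the stricter filter, 0 after rescaling by the median of ratios, 8 after quantile normalization (4 higher and 4 lower), 141 with only the libraries of both groups, 20 with an absolute log2 fold change of at least 1, 17 to 139 without 1 replicate (17 and 22 without LPS model replicate 1 or 2), 302 with limma-voom and 41 without the 77 genes. At an unadjusted p under 0.01 the count of 129 became 200 with no filter, 65 with the stricter filter, 75 with quantile normalization, 20 with the fold change limit, 301 with limma-voom and 59 to 167 without 1 replicate. Fewer libraries or genes entered some of these fits, and otherwise the cause was not tested. With 0 and 8 calls in all after the rescalings, a loss of calls in a single list there says little about that list. Of the 77 genes, 11 were tested and 11 called lower in the main setting, so leaving them out also lost calls outside this group. With a replicate block the count was 52, but same-numbered libraries share only a number (correlation of their deviations −0.02), and between LPS model and control the block left 1012. Tnf, at a log2 fold change of 0.16 with compound 13 (adjusted p = 0.0738), passed as higher with only both groups (0.0173), without control replicate 1 or 2 (0.0235 and 0.0234) and with limma-voom (0.0142).

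Camera called 2 lists for LPS and 3 for compound 13, and 0 in both with an estimated correlation. For LPS it called 5 with no filter, 8 after rescaling by the median of ratios, 2 to 6 without 1 replicate and 4 with limma-voom. Fry, which does not compare a list with other genes, called 23 for LPS and 6 for compound 13, and was opposite in direction to camera for chemokine receptors (adjusted p = 0.00441), extracellular PI3K/AKT ligands and receptors (0.00165) and macrophage identity (0.0017). Of single lists, 37 results for LPS and 4 for compound 13 passed only in an alternative. No annotated term passed in any setting run, but for LPS the main setting called nearly all genes compared, so that no term could easily pass. For compound 13 too, only listed genes were compared, so enrichment among all expressed genes was not tested. The correlation of LPS and compound effects across genes, −0.27, was −0.33 with a pseudocount of 0.1, −0.28 with the stricter filter, −0.28 and −0.22 with each effect from a different LPS model library, −0.26 without the 77 genes and −0.24 also without the interferon genes. Depth limits genes under the filter, such as Il6 and Fn1, and the single library with compound 13 limits every statement on it.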

Differences from the paper's values

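The values below that are the paper's were read by eye from its figures. The caption of Figure 6A does not state what quantity is plotted, and its readings were taken as counts of genes. The paper's counts come from all genes at its threshold of p under 0.01. The counts here are of the listed genes that passed the filter, at an unadjusted p under 0.01. For the annotation chemokine activity, the paper's count of genes between compound 13 and the LPS model is about 12 in Fig. 6A, read by eye, and the count here is 1 (0 to 4 under the alternatives set before the data were examined, all of which differ). For signaling receptor binding the paper's count is about 31 in Fig. 6A, read by eye, and the count here is 2 (1 to 5). For CX3C chemokine receptor binding the paper's count is about 17 in Fig. 6A, read by eye, and the count here is 0 (1 with no filter), while 1 listed gene carries this annotation. For nitric-oxide synthase regulator activity the paper's count is about 1 in Fig. 6A, read by eye, and the count here is 0 under the main setting and all alternatives set before the data were examined. Limma-voom on recovered reads, chosen after the values were seen, called 1 gene with this last annotation, Egfr, and 5, 8 and 1 genes with the other 3 at an adjusted p under 0.05; the paper's text does not name the genes it called, so how many of these it drops is not known.

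The paper's text does not say whether its qPCR used RNA of the sequenced cultures. For Tnf, the paper's fold of compound 13 over the LPS model is about 0.17 in Fig. 4C, read by eye, and the fold here, fitted on the log2(FPKM + 1) scale, is 1.12 (1.08 to 1.26 under the alternatives). For Ccl2, the paper's fold is about 0.09 in Fig. 4C, read by eye, and the fold here is 0.982 (0.959 to 1.1). For both genes, all alternatives set before the data were examined differ from the paper's value. For LPS model over control the folds lay closer, 9.95 for Tnf where the paper's is about 7.8 in Fig. 4C, read by eye, and 82.9 for Ccl2 where the paper's is about 87 in Fig. 4C, read by eye, and they differ by over 1.5 times only after rescaling by the median of ratios or quantile normalization. Both rescalings assume that about as many listed genes rise as fall, which goes against the deposited FPKM for LPS.

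The paper states that compound 13 lowered Il6 mRNA. Il6 had 10 and 10 reads in the LPS model and 11 with compound 13, a ratio of 1.05 with a 95% counting interval of 0.456 to 2.30. For the sequenced cells the paper states that the PI3K/AKT pathway was activated. The fixed list of its intracellular genes has 101 members, of which 8 were tested. Against the LPS model, limma called 0 of these 8 with compound 13 (0 at an unadjusted p under 0.05, and 1 of 9 lower by limma-voom). Against the control, 8 of 8 were higher in the LPS model, where 1012 of all 1053 tested genes were called. Of the 8, 3 were higher after either rescaling, with 5 and 4 lower. Of 21 tested extracellular ligands and receptors of the pathway, from a fixed list of 129, limma called 13 higher and 7 lower in the LPS model than in the control (8 and 8, and 7 and 8, after the rescalings), and 1 lower with compound 13 than in the LPS model. Limma-voom, chosen after the values were seen, called 32 of 41 higher and 8 lower with LPS, and 1 higher and 17 lower with compound 13, 10 of these 17 having at most 3 reads in each library outside the LPS model. The PI3K subunit and AKT genes are not among the genes analysed here, and KEGG enrichment was not tested.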

Other observations

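The comparisons by limma-voom were chosen after the results were seen. In several groups of inflammatory genes, most tested members were higher in the LPS model than in the control (limma, adjusted p under 0.05, with the same counts when adjusted over each list alone). Pro-inflammatory cytokines were higher in 9 of 9 (8 and 1 lower, and 7 and 1 lower, after the rescalings; median 2.08), with Il1b at 0 reads in the control and 14.7 ± 0.0396 FPKM (SD, n = 2) in the LPS model, at least 314-fold higher. M1-type markers were higher in 13 of 14 (13 and 1 lower, and 12 and 1 lower, after the rescalings; median 3.46), with Cd40 and Cd80, which costimulate T cells, at log2 fold changes of 1.43 and 2.02. M2-type markers were higher too in 8 of 9, with 1 lower (6 and 2, and 5 and 2, after the rescalings), and they include Il1rn, the interleukin 1 receptor antagonist, at 3.51 and the scavenger receptor gene Cd36 at 1.38. NF-kB subunits and feedback genes were higher in 12 of 12 (8 and 3, and 8 and 0, after the rescalings), among them Nfkbiz at 2.70, Zc3h12a at 3.15 and Tnip1 at 2.04. MAPK phosphatases and immediate-early genes were higher in 15 of 15 (11 and 3, and 10 and 1), with Ier3 at 3.80 and Dusp5 at 3.53. Camera gave these 5 groups adjusted p-values of 0.115, 0.0634, 0.347, 0.0634 and 0.0528. Glycolysis and hypoxia genes were higher in 6 of 6 (2 and 1 after either rescaling), with the glucose transporter gene Slc2a1 at 1.24 and Hk3 at 1.65. Osteoclast markers, which RAW264.7 cells can express, were higher in 6 of 6 (5 and 1 after either rescaling), with Mmp9 at 4.32 and Acp5 at 1.67. These last groups had camera adjusted p-values of 0.2 and 0.229.

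Among the largest rises with LPS were those of the stefin genes Gm5483, Stfa3 and Gm5416, inhibitors of cathepsins, at log2 fold changes of 8.29, 7.94 and 6.90, although near-identical copies of these genes may share reads, which counting could split, and of the neutrophil marker S100a8 at 6.96. Among the largest falls were the lipid receptor gene S1pr1 at −2.30, the prostaglandin-degrading enzyme gene Hpgd at −2.29 and Fgd2 at −2.19. With compound 13, limma called 1 of 9 cytokines lower, Il18, at 5.88 FPKM against 9.21 ± 0.46 (SD, n = 2; log2 fold change −0.57, adjusted p = 0.0308; 1 higher and 3 lower when adjusted over the list alone, 1 higher and 2 lower of 10 by limma-voom), 1 of 9 M2-type markers, Cd36 (−0.24, adjusted p = 0.0466; 2 when adjusted over the list alone, 2 of 10 by limma-voom), and 1 of 15 immediate-early genes, Zfp36 (−0.29, adjusted p = 0.0466; 1 when adjusted over the list alone, 2 of 16 by limma-voom), all lost after either rescaling. It called 0 of 14 M1-type markers (1 higher and 4 lower when adjusted over the list alone, 1 higher and 5 lower at an unadjusted p under 0.05, 1 higher and 4 lower of 15 by limma-voom) and 0 of 12 NF-kB genes (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by limma-voom, and 1 higher after quantile normalization). Of the 4 genes called higher, Treml4, Gm14275 and Tmem141 had log2 fold changes of 0.46, 0.43 and 0.33, and Gstt4, chosen after its values were seen, 0.57, but 0 genes were called higher with a pseudocount of 0.1, the stricter filter, rescaling by the median of ratios, a replicate block, a fold change limit, without LPS model replicate 1 or without the 77 genes near 0 outside the LPS model, and 1 without LPS model replicate 2.

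Of the genes the paper measured by qPCR, Tnf had an FPKM of 42.8 ± 0.377 (SD, n = 2) in the control, 435 ± 0.617 (SD, n = 2) in the LPS model and 486 with compound 13, a ratio of reads to the LPS model of 1.12 (95% counting interval 1.10 to 1.14). Il6 was at 0 reads in the control and at least 6.84-fold higher in the LPS model. Il4, Il10, Arg1 and Tlr4 are not among the genes analysed here.

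Across the 1053 tested genes, the LPS effect and the compound effect had a Pearson's r of −0.27 and a Spearman's rho of −0.32; genes are not independent replicates. Both effects share the LPS model libraries, and simulated tables with no effect gave an r of −0.41 and a rho of −0.38 for this reason alone. The observed covariance was −0.12 and the simulated one −0.00482 (95% of 1000 tables from −0.00639 to −0.00351), so that the spread between these libraries, which may be technical, gave little of the covariance. With each effect from a different LPS model library, r was −0.28 and −0.22, which is consistent with a partial return of the LPS response in the 1 library with compound 13, in a design where a difference between cultures was not separated from the compound.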
